# A genome-wide analysis reveals that the *Drosophila *transcription factor Lola promotes axon growth in part by suppressing expression of the actin nucleation factor Spire

**DOI:** 10.1186/1749-8104-6-37

**Published:** 2011-11-30

**Authors:** Michael A Gates, Ramakrishnan Kannan, Edward Giniger

## Abstract

**Background:**

The phylogenetically conserved transcription factor Lola is essential for many aspects of axon growth and guidance, synapse formation and neural circuit development in *Drosophila*. To date it has been difficult, however, to obtain an overall view of Lola functions and mechanisms.

**Results:**

We use expression microarrays to identify the *lola*-dependent transcriptome in the *Drosophila *embryo. We find that *lola *regulates the expression of a large selection of genes that are known to affect each of several *lola*-dependent developmental processes. Among other loci, we find *lola *to be a negative regulator of *spire*, an actin nucleation factor that has been studied for its essential role in oogenesis. We show that *spire *is expressed in the nervous system and is required for a known *lola*-dependent axon guidance decision, growth of ISNb motor axons. We further show that reducing *spire *gene dosage suppresses this aspect of the *lola *phenotype, verifying that derepression of *spire *is an important contributor to the axon stalling phenotype of embryonic motor axons in *lola *mutants.

**Conclusions:**

These data shed new light on the molecular mechanisms of many *lola*-dependent processes, and also identify several developmental processes not previously linked to *lola *that are apt to be regulated by this transcription factor. These data further demonstrate that excessive expression of the actin nucleation factor Spire is as deleterious for axon growth *in vivo *as is the loss of Spire, thus highlighting the need for a balance in the elementary steps of actin dynamics to achieve effective neuronal morphogenesis.

## Background

Transcriptional regulation is central to the development of neural connectivity [1-4]. First, by controlling the identities and differentiation of individual neurons, and of the non-neuronal cells that often provide them with growth and guidance cues, it specifies patterns of axon growth and dendritic ramification. For example, classic homeotic selector genes produce segment-specific patterns of axon projection by controlling transcription of key cell fate and guidance molecules [5,6]. At a higher level of specificity, the axonal projections of many individual neurons and classes of neurons are determined by the expression of particular combinations of transcription factors. Perhaps the best-characterized example of this is the 'code' of LIM domain transcription factors that controls the dorsal versus ventral projection of motoneurons from the central nervous system (CNS) in both vertebrates and invertebrates [7-9]. Thus, in *Drosophila*, for instance, the Lim/Islet/Eve-dependent pattern of motor axon projection arises in part from regulated transcription of a critical axon guidance receptor, the Netrin receptor Unc5 [10]. In addition to specifying axon projection by defining cell identity *per se*, transcriptional regulation is also key to determining more local properties of axon patterning. For example, recent experiments have shown that the attractive midline receptor DCC in addition to controlling cytoplasmic signal transduction and growth cone motility directly, further contributes to midline axon guidance by inducing expression of *commissureless *mRNA [11].

Beyond simply expressing the right proteins, however, a neuron must express these proteins at the proper relative levels such that it responds appropriately to precise ratios of specific external and internal cues [12-16]. Again, tight regulation of gene expression is essential to make this happen. The *Drosophila *transcription factor gene *lola *is an exemplar of this latter role of transcriptional regulation. Thus, for example, *lola *orchestrates midline crossing by CNS axons by coordinately regulating the expression of both the midline repellant Slit and also its axonal receptor, Robo [17]. The effects of *lola *on *slit *and *robo *expression individually are modest, but in combination, the cumulative effect is profound, and further enhanced by *lola*-dependent regulation of other components of the pathway (*robo2 *and *robo3*; HJ Song, BJ Taylor and EG, unpublished observations). Similarly, detailed analysis of mutant phenotypes suggested that *lola *is likely to be a 'master regulator' of the patterning of the ISNb motonerve of *Drosophila*, coordinately regulating expression of the suite of guidance proteins responsible for ISNb motoneuron/muscle interaction [18].

In addition to its well-characterized functions during early embryonic axonogenesis, *lola *is also involved in construction or function of neural circuits throughout the lifespan of the fly. This includes dendritic morphogenesis in embryonic sensory neurons [19] and both dendritic and axonal development of adult olfactory projection neurons [20]. Moreover, *lola *has been identified in a number of genetic and genomic screens for genes involved in complex behaviors, including locomotion, alcohol sensitivity, mating and aggression [21-24]. While the role of *lola *in these processes is less well understood than is its well-studied function in axon patterning, the varied effects of *lola *underscore its importance for establishing patterns of gene regulation that produce a properly functioning nervous system. Beyond its neuronal functions, *lola *also plays key roles in several non-neuronal tissues. For example, *lola *is essential for oogenesis, in part due to its regulation of programmed cell death at different stages of oogenesis [25].

The *lola *locus encodes a family of more than 20 transcription factor isoforms by alternative splicing [26-28]. All share a BTB dimerization domain at the amino terminus, allowing co-expressed Lola proteins in a cell to form a variety of heterodimeric species *in vivo*. At least 17 *lola *isoforms encode Zn fingers in their variant 3' exons. While some isoforms have a single Zn finger, in most isoforms, the Zn fingers are present as a pair, with an amino-terminal CCHC Zn finger that is apt to be a protein interaction domain, followed by a C2H2 Zn finger that is likely to bind nucleic acid [26]. Biochemical experiments reveal that isoform K binds directly to the transcriptional enhancer of the *copia *retrotransposon, activating its expression in transient transfection assays [29]. A different isoform, isoform T, has a nearly identical sequence as isoform K in its Zn fingers and binds the same DNA sequence, but it suppresses *copia *expression, competing with isoform K in co-transfection experiments. Consistent with these evidently antagonistic effects of *lola *isoforms, expression of the endogenous *copia *is upregulated in the CNS of *lola *mutants, but downregulated in the gonads of the same individuals.

To better understand the regulation of axon growth and guidance by *lola*, we performed a microarray study to identify genes whose transcript level was altered in a *lola *mutant. In addition to the sole known direct target of Lola, the retrotransposon *copia*, we found changes in expression level of a substantial number of genes that have been implicated previously in well characterized *lola*-dependent developmental events, including axon patterning, eye development, *Notch *signaling and programmed cell death. Among the affected genes was an unexpected downstream target, the gene encoding the actin nucleation factor Spire, which was upregulated in the *lola *mutant. *spire *is required for both anteroposterior and dorsoventral patterning of the developing oocyte [30], but its zygotic functions have never been characterized. We found that mutation of *spire *by itself caused defects in a *lola*-dependent axon patterning event, extension of the ISNb motonerve, and further that reduction of *spire *expression, by introduction of a heterozygous *spire *mutation, suppressed the axonal defects of *lola *in extension of the ISNb motonerve. These data suggest that overexpression of *spire *makes a significant contribution to the ISNb axonal phenotype of *lola*.

## Results

### Design of the microarray experiment

We set out to use cDNA microarray analysis to profile the changes in gene expression in *lola *mutant embryos relative to wild type. For detailed protocol see Materials and methods and [31], but key points are as follows. Since our primary interest was in axon patterning, we collected embryos at 10 to 12 hours after egg laying, a time when many axons are extending along *lola*-dependent nerve pathways in the embryo. We employed a molecular-null *lola *allele, *lola^ORE76^*, which introduces a stop codon early in the common region of *lola *and does not accumulate detectable levels of any Lola protein fragment *in vivo*. Seven pairs of mutant and control wild-type RNA samples were collected independently, with each sample derived from approximately 300 embryos, and each pair collected in parallel on the same day. Homozygous mutant embryos were positively selected in the fluorescent microscope using *GAL4*-driven expression of a green fluorescent protein (*GFP*) marker in the mutants, and controls were selected in a parallel cross employing the same *GAL4 *and *GFP *markers. Labeled first-strand cDNA programmed from experimental and control samples were co-hybridized to spotted cDNA arrays bearing the *Drosophila *Gene Collection (release 1 and release 2), prepared for the Northwest *Drosophila *Microarray Consortium (Gene Expression Omnibus Platform GPL 1908) [32,33]. For four pairs of samples, the experimental probe was labeled with Cy-3 and control with Cy-5, while dye assignments were reversed for the remaining three sample pairs.

*Drosophila *arrays had 12, 144 features (that is, cDNA spots), of which 10, 376 were analyzed statistically for differential expression. Data processing and statistical analysis were performed using the *limma *statistical package [34,35]. Standard errors were modified using an empirical Bayes method as implemented in *limma*. Adjustment for multiple testing was performed by controlling the false discovery rate to 5% [36]. Selection of features as showing differential expression was based solely on statistical significance: no *a priori *assumptions were made as to minimum expression level or minimum fold-change in expression. This analysis identified 597 genes that showed differential expression between mutant and control (displayed graphically in Figure 1; complete list in Table S1 in Additional file 1), with significant fold changes as low as 1.14-fold.

**Figure 1:**
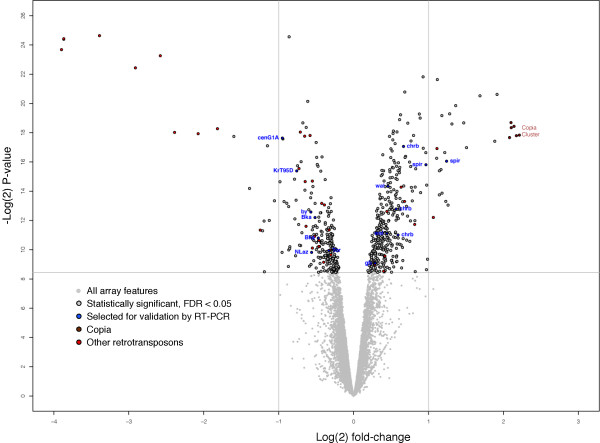
**Distribution of effects on transcript accumulation in *lola *microarrays**. Graphical representation of data from *lola *microarray experiment. Each gray dot represents the mean ratio of normalized feature hybridization for *lola *mutant/wild type from seven experiments, presented as a scatter plot of log2(adjusted *P*-value) versus log2(fold change) for each cDNA. Points above the horizontal line (circled in black) are statistically significant with the false discovery rate controlled to 0.05 (which, for this analysis, roughly corresponded to adjusted *P *< 0.0028). The six cDNAs corresponding to the *copia *retrotransposon are highlighted in brown; other retrotransposon transcripts are in red. Features corresponding to loci also quantified by quantitative RT-PCR are in blue. Note that different cDNAs corresponding to a single locus are plotted separately; thus, for example, there is a cluster of six, independent brown spots for *copia*.

### Expression of *copia *and other retrotransposons is altered in *lola *mutants

Inspection of the features that passed our analysis revealed that six among those with the largest fold change (4.2 to 4.6) corresponded to six independent cDNAs of the retrotransposon *copia*. *copia *is the only verified direct target of Lola, and bears Lola binding sites in its enhancer. *lola *isoform K activates *copia *expression in cultured cells, and *in situ *hybridization reveals that *copia *RNA levels are altered in *lola *mutant embryos [29]. Quantitatively, all six features corresponding to *copia *showed a similar factor of increase in expression level in the mutants, and these six cDNAs were the only features on the array that corresponded to *copia*. In addition to *copia*, we also detected significant expression changes in features corresponding to several other retrotransposons, including *stalker*, *stalker2*, *297 *and *roo*. Whether these are also direct Lola targets or indirectly dependent on *lola *remains to be examined.

### Validation of positives from the array analysis

Two lines of evidence support the validity of the positives from the array analysis. First, we performed quantitative RT-PCR (qRT-PCR) of ten genes with statistically significant changes in expression level between mutant and control. To give the best assessment of the overall reliability of the dataset, we selected genes that showed a range of fold change (1.2 to 2.4), and we excluded retrotransposons, which showed the largest fold changes in the dataset (Figure 1). Of the ten genes selected, five were validated in the qRT-PCR as changed in level in RNA samples from the *lola *null mutant (*P *< 0.05; Table 1). We suggest that this provides a minimum estimate of the reliability of the microarray dataset for two reasons. First, the cDNA representing a particular gene on the array and the associated qRT-PCR target in the validation experiment may not query the same splice variant or set of splice variants, and thus may be regulated differently. Second, the RNA for the array analysis was derived, in aggregate, from 2, 100 embryos per genotype while the qRT-PCR samples were derived from 150 to 250 embryos. The substantially larger size of the sample contributing to the array analysis, therefore, may have materially reduced its variance compared with the qRT-PCR.

**Table 1:** Quantitative RT-PCR validation of array results

Gene	Clone ID	Array fold-change (log2)	qRT-PCR fold-change (log2)	qRT-PCR *P*-value
*spire*	GH13327	1.24	1.54	2.5 E-5
	SD10157	0.97		
*neural lazarillo*	GH12581	-0.56	-2.40	9.3 E-5
*genderblind/CG6070*	GH08870	0.29	0.27	0.016
*charybde*	LD32080	0.57	0.33	0.036
	GH09771	0.59		
	LD22381	0.67		
*walrus*	GH09945	0.46	0.27	0.039
	LD07532	0.44		
*centaurin gamma 1a*	GM01069	-0.95	-0.13	0.25
*blistery*	SD01953	-0.57	0.22	0.34
*bekka*	RE14959	-0.47	-0.46	0.61
	RE14259	-0.52		
*Kr target @ 95D*	SD03976	-0.76	0.03	0.79
*Target of rapamycin*	SD02269	-0.33	0.33	0.95

Total RNA was collected from 10 to 12 hour wild type or *lola *mutant embryos, just as for microarray analysis, and analyzed by Taqman RT-PCR to quantify expression of ten genes that showed altered transcript level in expression arrays. A positive fold change in the table corresponds to increased accumulation of that RNA in the mutant.

As a second validation, the results of the array analysis were also supported by an independent microarray experiment. 

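The deposited data of the second array experiment are 7 spotted cDNA arrays, each hybridized with RNA of *lola ORC4* mutant embryos and RNA of matched control embryos, which carried different dyes. *lola ORC4* is an allele of the transcription factor gene *lola*. Each RNA sample came from about 300 embryos aged 10 to 12 hours, and the paper describes the 7 sample pairs as independent. The authors read spot intensities with GenePix and *limma*, applied no background correction, normalized within arrays by print-tip loess and between arrays by scale, and deposited 1 log2 ratio per feature and array. The medians of the deposited columns lay between -0.01 and 0.02. There were 10376 features with a value on every array, among them 149 control spots, and 8644 features had exactly 1 gene name. The array labels place the mutant in Cy3 on 3 arrays and in Cy5 on 4. All pairs of arrays correlated positively over the features, with r from 0.30 to 0.72 for the 9 pairs of the same dye orientation and from 0.06 to 0.63 for the 12 pairs of opposite orientation, so the ratios already run the same way. Which way is not settled. As deposited, every array ran against the fold changes of the null in Table S1 (r from -0.84 to -0.62 over the list). With the sign turned, the family mean of *copia* was 2.04 against 2.14 in the null, and that of *297* was -2.89 against -2.75. That of *roo* was 0.23 against -0.51. The closeness for *copia* and *297* goes with the sign of the null but does not settle it. Red over green, as *limma* takes ratios, would run opposite ways in the dye orientations. The arrays of a single orientation would thus have been turned, and which is not stated. The format of the deposited values differs between the orientations. Every value has 10 decimals on the 3 arrays with the mutant in Cy3, and not every value does on the 4 others. This difference does not show which arrays were turned. If those with the mutant in Cy3 were turned, the labels make the deposited values mutant over control, here called the label reading. If the others were turned, the same labels give control over mutant. Dyes as counted in the methods would reverse each of these. The paper's account of the retrotransposon *copia* points both ways. Isoform K, the one *lola ORC4* inactivates, activates *copia* in cultured cells, which goes with the lower *copia* of the label reading. In the null, which lacks isoform K as well, *copia* is raised. The values are given with the sign that runs with the null, called the null-aligned sign. Positive and negative do not mean higher and lower in the mutant, and under the label reading every sign would reverse. Each feature's mean log2 ratio was tested against 0 with *limma* (lmFit and eBayes) with Benjamini-Hochberg adjustment. The number of arrays limits the precision.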

Expression profiling was performed for a different kind of *lola *mutation, the allele *lola^ORC4 ^*that inactivates only a single *lola *isoform, *lola K *[26,31]. When we examined the expression profile of *lola^ORC4 ^*mutant embryos versus their matched control samples, and limited our statistical analysis to the set of 597 features with significantly altered expression in the *lola *null mutant, we found that 204 of these features also showed differential expression in the *lola^ORC4 ^*dataset (false discovery rate controlled at 0.01; Figure 2). In contrast, in 500 simulations in which 597 features were selected at random from the *lola^ORC4 ^*dataset (out of the 10, 376 features queried in the arrays), the median number that showed an expression change in *lola^ORC4 ^*was 18 (maximum 38). Thus, the set of features identified as *lola*-dependent in the null mutant sample provided a substantial enrichment of *lola*-sensitive features compared to the complete gene set, as assayed in an independent microarray experiment. This strongly supports the validity of the positives called in the original microarray analysis of the null.

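Of the 597 features of the null list, all of which were found among the deposited values, 226 changed in *lola ORC4* at an adjusted p under 0.01 (*limma*, adjusted over the list). Of these 226 features, 112 were positive and 114 negative with the null-aligned sign, which the label reading would reverse throughout. The largest values were mostly those of retrotransposon clones. All 6 *copia* features were positive and passed, with a family mean log2 ratio of 2.04 ± 0.32 (SD between arrays, n = 7), and all 7 features marked as *297* were negative and passed, with a mean of -2.89 ± 1.08 (SD, n = 7). By the label reading *copia* would be lowered and *297* raised in the mutant. *opus* was at 1.30 ± 0.19, *Stalker* at 1.01 ± 0.16 and the 2 *Stalker2* features at 1.40 ± 0.27 (SD, n = 7 for each), and all 4 of these features passed the test. The 8 *roo* features had a mean of 0.23 ± 0.36 (SD, n = 7), and none passed. In all, 26 of the 42 retrotransposon features of the list changed, 13 in each direction. Both features of *spir*, which encodes an actin nucleation factor, were positive: clone GH13327 had a log2 ratio of 1.58 (standard error 0.17, adjusted p = 0.00086 from *limma* over all features) and clone SD10157 had 1.15 (standard error 0.11, adjusted p = 0.00044 from *limma*), with the same sign on 7 of 7 arrays. Clone RH49330, not marked as a retrotransposon, had -3.92 (standard error 0.41), and on every array it lay close to the *297* clone RH49548. Among other clones not marked as retrotransposons, that of *yip2* had -1.98 (standard error 0.22). That of *Cyp4e2*, a cytochrome P450 gene, had 1.69 (standard error 0.27), and that of *Mdh2*, the mitochondrial malate dehydrogenase, had -1.40 (standard error 0.14). *lola* itself was represented by 4 clones. GM09276 (0.46, standard error 0.06) and GH08307 (0.17, standard error 0.03) were positive and LD17006 (-0.44, standard error 0.05) negative, while LD28033 was at 0.14 (standard error 0.12, adjusted p = 0.55 from *limma*); GH08307 did not pass without replicate 3 or without replicate 5 (0.15 to 0.17, adjusted p up to 0.053). Which *lola* exons these clones carry is not given in the sources used here, so they do not check the labels. Adjusted over all features at the same threshold, 135 list features passed.

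**Figure D1:**
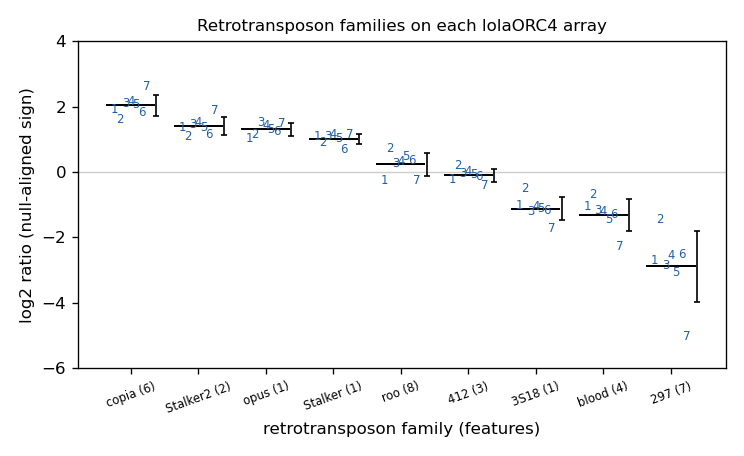
Mean log2 ratio of each retrotransposon family on each lolaORC4 array, with the null-aligned sign. Each number is 1 array (replicates 1 to 7), the horizontal line is the mean of the 7 arrays and the error bar is the SD between arrays; the number of features of each family is in parentheses. The copia means lie between 1.60 and 2.62, and those of 297 between -5.03 on replicate 7 and -1.44 on replicate 2.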

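In 500 random lists of 597 features drawn from all 10376, each adjusted by itself, the median number of changed features was 19, the lowest 3 and the highest 39 at an adjusted p under 0.01 (*limma*). None of the 500 lists reached the 226 features of the null list. Random features matched to the list on their residual SD gave a median of 23 and a maximum of 45. Lists drawn only from features outside the null list gave a median of 7 and a maximum of 26. Over all features, 793 changed at an adjusted p under 0.05, 330 of them positive and 463 negative with the null-aligned sign. The largest of these outside the null list was clone LD47115 of *CG18754*, at 3.35 ± 1.32 (SD, n = 7 arrays), and no control spot was among the 793. This count was 441 without replicate 5, 446 without replicate 3 and 494 without replicate 7, and 1234 with a dye coefficient in the model.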

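Of the null-list features, 37.9% changed in *lola ORC4* at an adjusted p under 0.05 over all features, against 5.80% of the 9779 features outside the list (odds ratio 9.90, two-sided Fisher's exact test, p = 2.2e-106, across features, which are not independent replicates). With the null-aligned sign 475 of the 597 features had the sign of the null, and among the 226 that changed, 214 did. Since the overall sign was itself set from Table S1, these shares show how closely the arrays run along one axis with the null, not which way. Across the list, the log2 ratios of *lola ORC4* and the paper's fold changes of the null had a Pearson r of 0.82 and a Spearman rho of 0.66. Of the 64 ways to set the signs of the 7 arrays, 10 gave an absolute r at least as high and 11 a share at least as high, the real one included. Each array alone ran along the null (r from -0.84 to -0.62 as deposited), and r ignores size. Turning a few arrays therefore changes r little, so these counts do not test the correlation. Without the retrotransposon features, r was 0.72 and rho 0.66. Of the 42 retrotransposon features 29 had the sign of the null. The 13 others were the 8 of *roo* (mean 0.23 ± 0.36, SD, n = 7, against -0.51 as the mean of their values in Table S1), the 1 each of *HMS-Beagle*, *Rt1b* and *mdg3*, none of which passed, and 2 that passed: the *3S18* feature was at -1.12 ± 0.36 (SD, n = 7) in *lola ORC4* against the paper's 0.44 in the null, and the *Tirant* feature had 0.34 ± 0.19 (SD, n = 7) against the paper's -0.55. From the excess of changed features in the null list over the random lists, the paper concludes that the list is enriched in *lola*-sensitive features.

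**Figure D2:**
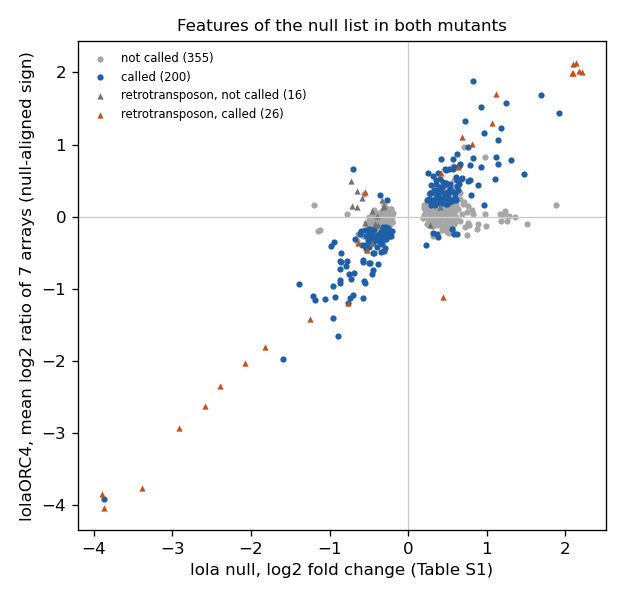
Log2 fold change in the lola null (horizontal axis, the paper's Table S1) and mean log2 ratio of the 7 lolaORC4 arrays with the null-aligned sign (vertical axis) for the 597 features of the null list. Circles are 355 features not called and 200 called at an adjusted p under 0.01; triangles are retrotransposon features, 16 not called and 26 called. Most called features lie at the lower left and upper right.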

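The genes that the paper groups by function in Table 2 were chosen from the null arrays, not from the *lola ORC4* arrays. With the null-aligned sign and at an adjusted p under 0.05 over all features (*limma*), 3 of the 14 features of its axon patterning genes were positive, 4 negative and 7 did not pass (6 positive and 5 negative when adjusted over the list alone). *sgl*, which encodes UDP-glucose dehydrogenase, was negative on both of its clones, at -0.35 (standard error 0.05) and -0.29 (standard error 0.05). *NLaz*, a lipocalin gene, was at -0.89 on clone RE67583 (standard error 0.08), while its clone LP01657 was at -0.12 (standard error 0.04) and did not pass, and *Pvf1*, which encodes a growth factor of the PDGF and VEGF family, was at -0.31 (standard error 0.06). *caps*, a gene of a cell surface protein with leucine-rich repeats, was at 0.24 (standard error 0.05). Of the 4 features of cell and tissue polarity genes, *scrib* clone SD05339 was positive (0.33, standard error 0.04) and *par-6* negative (-0.24, standard error 0.04), and the other 2 did not pass; adjusted over the list alone, 3 were positive and 1 was negative. Of the 17 features of eye development genes, the *Nak* clone LD33980 was positive and 16 did not pass, and of the 7 features of cell death genes, the caspase gene *Dronc* was negative (-0.27, standard error 0.04) and 6 did not pass; the counts were unchanged when adjusted over the list alone. The positive axon patterning features were *caps*, *pros* and *CBP*, and their number was 1 without replicate 3, none without replicate 5 and 1 without replicate 7. *pros* did not pass without replicate 3 or 5 (0.22 to 0.23, adjusted p up to 0.066), *CBP* without replicate 5 or 7 (0.25 to 0.26, adjusted p up to 0.079), *Pvf1* without replicate 3 or 5 (-0.31 to -0.30, adjusted p up to 0.052), and *caps* (0.21 to 0.25, adjusted p up to 0.089) and *Nak* (0.15 to 0.16, adjusted p up to 0.079) each without replicate 1, 2, 3, 5 or 7, where no eye development feature passed. None of these 4 groups was shifted in one direction as a set against the other features (*limma* camera, adjusted p from 0.28 to 0.98). In that test positive and negative changes within a group cancel. The mixed test of *limma* fry, for changes in either direction, gave adjusted p from 4.2e-05 (axon patterning) to 0.013 (cell death). Of the 39 gene lists tested, 35 passed that mixed test, so it does not set these groups apart.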

**Figure 2:**
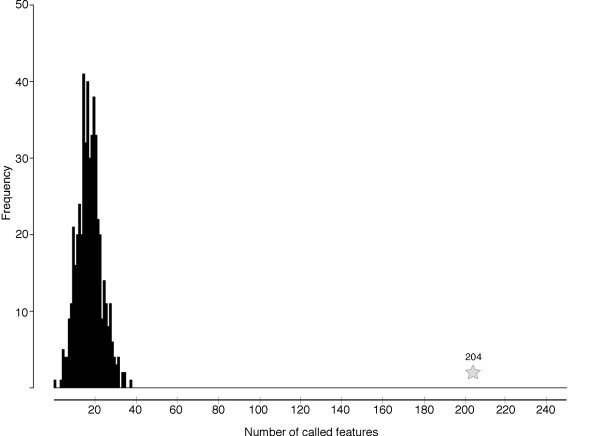
**Validation of *lola *null data with an independent microarray experiment**. Graphical representation of an experiment assessing the validity of the *lola *null mutant results by comparison to a dataset derived from an independent microarray experiment. Expression microarrays were performed comparing RNA from embryos bearing the *lola *single-isoform mutation *lola^ORC4 ^*to wild-type controls [31]. The 597 features that were altered in accumulation in *lola *null mutant embryos were assessed for altered expression in *lola^ORC4^*: 204 of the 597 were also found to be altered in the single-isoform mutant (false discovery rate = 0.01; grey star). In contrast, in 500 trials of a simulation in which 597 features were selected at random from the *lola^ORC4 ^*data set (10, 376 features total) and analyzed for change in mutant versus wild type, the median number of features with altered expression in the single-isoform mutant was 18/597 (maximum 38; presented as a histogram of number of loci with altered expression versus number of occurrences of that result).

Therefore, the combination of qRT-PCR of selected hits and a global validation by an independent array experiment provides strong evidence for the reliability of the identification of *lola*-sensitive transcripts by the microarray analysis.

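The 10 genes of Table 1 were represented by 22 features in the *lola ORC4* arrays. With the null-aligned sign 3 features were positive, 8 negative and 11 did not pass an adjusted p under 0.05 over all features from *limma* (4 positive and 10 negative when adjusted over the list alone). Beside the *spir* clones, *gb*, which encodes the amino acid transporter subunit Genderblind, was at 0.44 (standard error 0.05, adjusted p = 0.0013 from *limma*). The Tor kinase gene, listed as *mTor*, was at -0.37 (standard error 0.05), and the *Bka* clones RE14259 and RE14949 were at -0.27 and -0.23. For other genes the clones differed. *by*, which encodes the *Drosophila* tensin, had -1.12 (standard error 0.17) for clone SD01953, which is in the null list, and -0.11 and -0.04 for 2 clones that are not and did not pass. The *KrT95D* clone SD03976 (-1.19, standard error 0.19) is marked as *297* in Table S1, while 2 further clones of that gene had 0.27 and 0.04 and did not pass. On every array the *by* clone SD01953 lay close to SD03976, at -0.23 and -0.29 on replicate 2 and at -2.09 and -2.34 on replicate 7. Both are among the 8 negative features. Whether SD01953 measured *by* was not tested. *NLaz* clone RE67583 was at -0.89 and LP01657, which did not pass, at -0.12. *CenG1A* clone GM01069 was at -0.96 and LD11783 at -0.32, and RE07016 (-0.22) did not pass; without replicate 3, 4, 5, 6 or 7 LD11783 did not pass either (-0.35 to -0.24, adjusted p up to 0.11). No clone of *chrb* or *wal* passed: the *chrb* clone LD22381 was at 1.66 on replicate 2 and between -0.38 and 0.42 on the other arrays, and the *wal* clones were at -0.02 and -0.03.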

### Gene Ontology analysis of transcripts altered in a *lola *null mutant

The complete list of expression effects of *lola *revealed 597 features with altered labeling out of the 10, 376 features that were assayed in the experiment. Of these, 352 were increased in level in the *lola *mutant, implying direct or indirect negative regulation, while 245 were decreased. Consistent with the broad expression of *lola *itself, these features represent genes expressed in a wide variety of tissues and at all stages of the lifecycle. Gene Ontology analysis [37], however, identifies a large number of previously characterized genes that are associated with known *lola*-dependent processes, including cell and axon migration and orientation, eye development, oogenesis and programmed cell death (Table 2). This analysis also reveals potential effects of *lola *on a variety of developmental and physiological processes for which such a role had not previously been suspected, including spermatogenesis, epithelial polarity, hormonal regulation of development, oxidative stress and aging/lifespan (Table 3).

**Table 2:** Selected set of *lola*-dependent genes from microarray analysis

**Axon patterning**
*frazzled*
*DSCAM*
*neural lazarillo*
*Fasciclin III*
*midline fasciclin*
*prospero*
*capricious*
*PVF-1*
*CBP (sarcoplasmic Ca binding prot)*
*sugarless*
*dally-like*
**Cell and tissue polarity**
*par-1*
*par-6*
*scribble*
*wnt-4*
**Signaling proteins**
*Cask (CaM kinase)*
*moesin*
*rhoGAP 5A*
*Target of Rapamycin*
*rac2*
**Microtubules and motors**
*katanin80*
*stathmin*
*KLP-59C*
*NudC*
**Eye development**
*sickle*
*charlatan*
*asense^a^*
*scabrous^a^*
*rap1*
*roughex*
*Dap160^a^*
*Lobe*
*twin of eyeless*
*fat facets*
*numb-associated kinase^a^*
*O-Fut-1^a^*
**Cell death**
*grim*
*scylla*
*charybde*
*bunched^a^*
*Nedd2-like caspase*

Analysis of the list of loci with altered expression in a *lola *mutant reveals a substantial number of characterized genes with known or plausible function in established *lola*-dependent processes. A selection of such loci is presented here. *^a^*Genes known to be associated with *Notch *signaling.

**Table 3:** Enriched Gene Ontology categories from functional annotation clustering

Functional annotation	Enrichment factor
PDZ domain-containing proteins	1.7
Aging/lifespan	1.65
Cell migration/motility	1.65
Nucleoside/nucleotide metabolism	1.55
Reactive oxygen response; oxidative stress	1.27
BESS/MADF chromatin modifying factors	1.24
Programmed cell death	1.24
Amino acid metabolism	1.22
LRR-containing proteins	1.2
GST activity	1.18
Cell-cell junctions/apicobasal polarity	1.13
Malate metabolism	1.01
**Other notable annotation clusters**	
Embryonic morphogenesis	0.82
Chemosensory behavior/olfactory learning	0.8
Hemopoiesis/hemocyte migration	0.78
Synaptogenesis/synapse organization	0.77
Post-embryonic development/imaginal disc	0.7
Gametogenesis	0.54
Spermatogenesis	0.3
Oogenesis	0.26
Ig-like domain-containing	0.4
Axonogenesis/neuron morphogenesis	0.28
RNPs	0.27

Gene Ontology analysis with DAVID [37] was used to identify processes and properties likely to be associated with *lola *function, based on enrichment in the collection of *lola*-sensitive genes. Putatively enriched annotation terms and their enrichment factors are shown, derived by functional annotation clustering performed at high stringency setting. Clusters with enrichment factors ≥1.3 are supported at *P *< 0.05; lower enrichment scores have proportionately lower statistical support but nonetheless are enriched in the dataset relative to background. The background set for calculating enrichment factors consisted of that subset of features on the microarray that passed the pre-processing steps and entered our statistical analysis (10, 376 features), and that could be assigned unambiguously to a single Flybase gene ID (9772 Flybase-defined genes). Retrotransposons were excluded from this analysis.

### Overexpression of the actin nucleation factor Spire is an important contributor to the *lola *ISNb axon stalling phenotype

Aside from retrotransposon transcripts, one of the most robust positives in the array analysis was *spire*. *spire *encodes a protein that nucleates assembly of actin filaments [38], and extensive studies of its role in oogenesis have shown that it plays a central role in controlling cytoskeletal organization in the developing oocyte [39,40]. It is clear that *spire *also has essential roles during development since most homozygous *spire *mutants do not survive to adulthood, but these developmental functions of *spire *have never been reported. Moreover a mouse ortholog of *spire *is expressed in the developing CNS [41]. Given the action of *spire *in a different *lola*-regulated process and our interest in the regulation of neuronal actin organization by *lola*, we elected to test further the relationship of *lola *to *spire*.

We first used *in situ *hybridization and found that *spire *is expressed broadly in the embryonic central and peripheral nervous system of the fly (Figure 3). In the CNS, expression included the RP, aCC and VUM motoneurons, which are easy to identify individually based on their position and morphology, as well as many other cells. In the peripheral nervous system (PNS), expression was detected in all four clusters of abdominal sense organs, with highest expression in the neurons and cap cells of the chordotonal organs, and lowest expression in the v' cluster.

**Figure 3:**
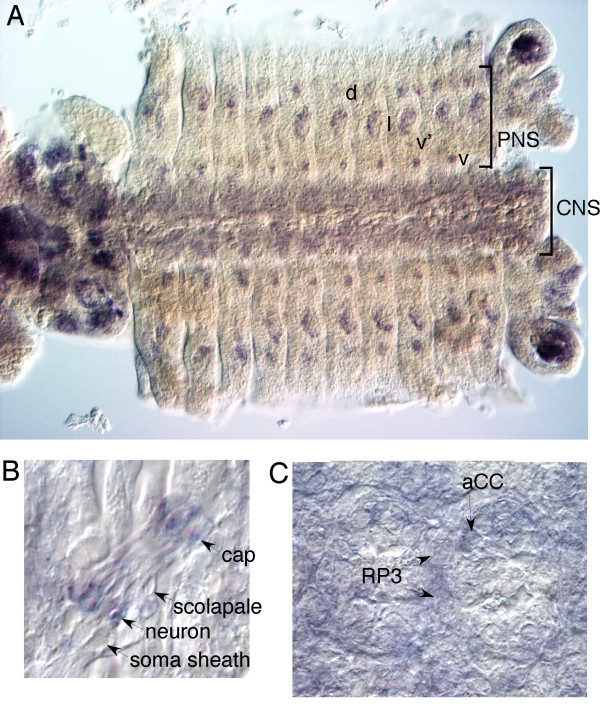
***spire *expression in the central nervous system and peripheral nervous system of *Drosophila *embryos**. Wild-type embryos were collected, fixed, and analyzed by *in situ *hybridization with a probe that recognizes all *spire *isoforms, using alkaline phosphatase detection. Widespread expression of *spire *was observed in both the peripheral nervous system (PNS) and CNS of wild-type embryos. We did not discern any difference in the pattern of hybridization in *lola *mutant embryos. We also did not detect any difference in the strength of the *spire *signal, though this is not surprising given the small magnitude of the effect. **(A) **Filet preparation of entire embryo (stage 14). PNS and CNS are indicated with brackets. Dorsal, lateral, ventral' and ventral clusters of peripheral sensory organs are indicated as d, l, v' and v, respectively. Anterior is to the left. **(B) **High magnification view of a lateral sense organ cluster (stage 16) showing preferential expression in the neurons and cap cells of the chordotonal organs. Soma sheath and scolopale cells did not label detectably. **(C) ***spire *RNA was detected in many cells of the CNS. The motoneurons RP3 and aCC are indicated (arrows). Two segments are shown.

We next examined neural development in *spire *zygotic mutants and found that while the CNS axon scaffold appeared grossly normal, axons of the ISNb motonerve often failed to fully innervate the ventrolateral musculature (Figure 4). Thus, in stage 17 *spir^1 ^*mutant embryos we detected 1.64 ± 0.09 (mean ± standard error of the mean) neuromuscular synapses to ventral longitudinal muscles per hemisegment versus 2.73 ± 0.03 in wild-type (*P *= 3E-4), while in *spir^2F ^*we detected 1.74 ± 0.03 synapses (*P *= 2.9E-5).

**Figure 4:**
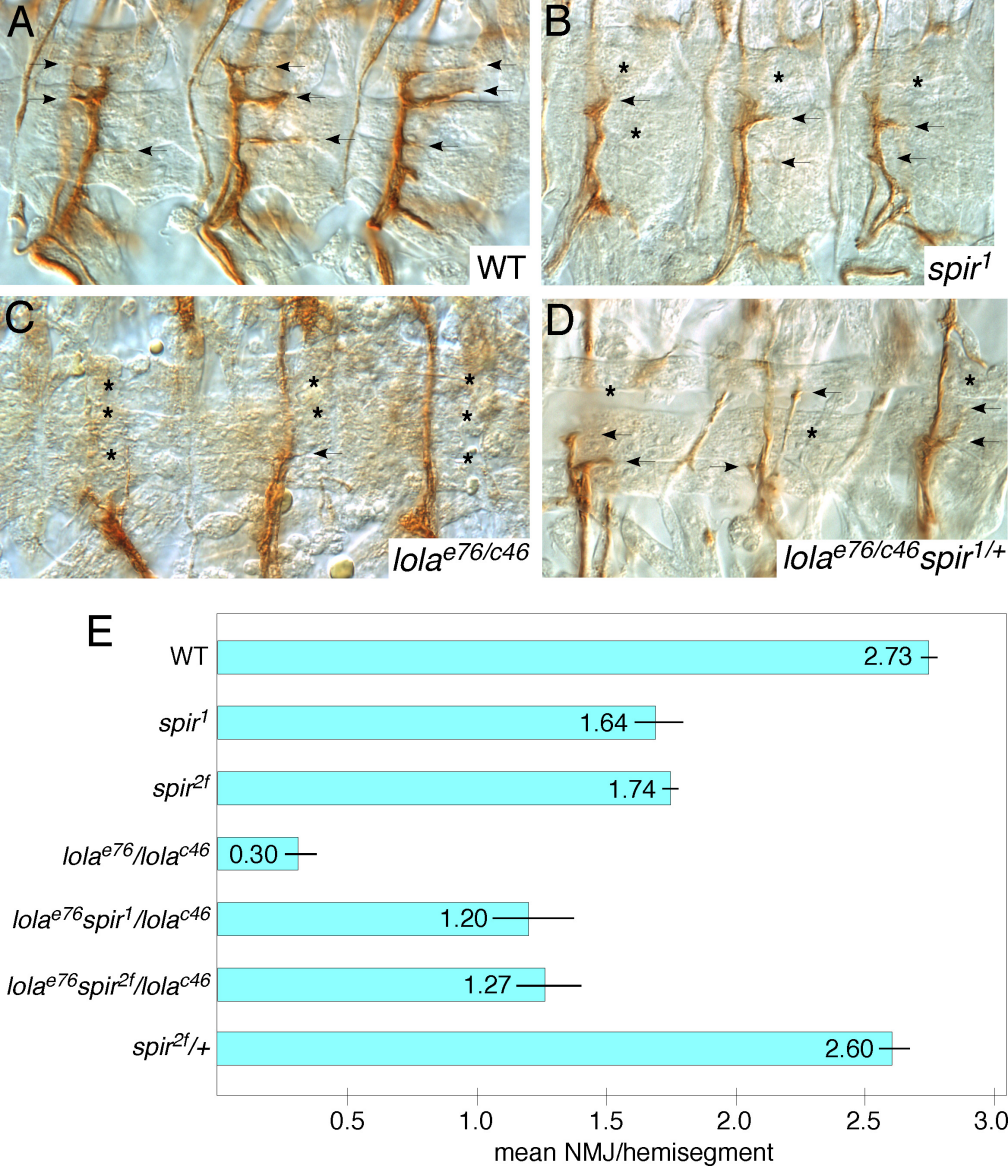
**Genetic interaction of *lola *and *spire *mutations**. Stage 17 embryos of the indicated genotypes were fixed and stained with anti-Fasciclin 2 to label ISNb motor axons, and visualized by peroxidase histochemistry. Three representative hemisegments are shown in each panel. **(A) **Wild type (WT). ISNb forms three neuromuscular junctions (NMJs) to ventral longitudinal muscles per hemisegment (arrows). **(B) ***spir^1 ^*homozygous mutant. NMJs are indicated with arrows, positions where NMJs are missing are highlighted with asterisks. **(C) ***lola^e76^/lola^c46 ^*null mutant. **(D) ***lola^e76^spir^1^/lola^c46 ^*embryo. Note partial restoration of NMJs. **(E) **Quantification of NMJ number in embryos of the indicated genotypes. Average number of NMJs per hemisegment is plotted as blue bars. Thin lines indicate standard error of the mean of three experiments (N = approximately 200 hemisegments per dataset).

Since both *spire *and *lola *mutants displayed defects in ISNb, we used this phenotype to test for genetic interaction between these loci. In particular, since the array and qRT-PCR analyses showed *lola *to be a negative regulator of *spire*, we wondered whether reduction of *spire *gene dosage would suppress the *lola *mutant phenotype. We again quantified the stalling of ISNb by counting the number of neuromuscular synapses formed on ventral longitudinal muscles in early stage 17 embryos.

Heterozygosity for either of two independent *spire *alleles significantly suppressed the *lola *ISNb phenotype (Figure 4E). In a heteroallelic combination of two strong *lola *mutations (*lola^ORC46/ORE76^*) we detected an average of 0.30 ± 0.06 neuromuscular synapses per hemisegment, compared to 2.73 in wild-type embryos of this stage. Introduction of *spir^1^/^+ ^*increased that to 1.20 ± 0.15 synapses (37% suppression of the phenotype; *P *= 0.005), while *spir^2F^/^+ ^*increased it to 1.27 ± 0.12 synapses (40% suppression; *P *= 0.002). This supports the hypothesis that the approximately two-fold overexpression of *spire *we observe in *lola *mutants contributes significantly to its motoneuron stalling phenotype. The *lola^- ^spir^-/+ ^*embryos sometimes looked a bit disorganized compared to other genotypes, but the significance of this is unclear.

## Discussion

The transcription factor Lola is required for a variety of axon growth and guidance events in the developing fly embryo [42,43]. Expression microarray analysis of *lola *mutant embryos now reveals that, rather than producing large changes in the levels of a restricted number of major-effect downstream targets, Lola appears to exert its influence via the cumulative effects of small, quantitative changes in a broad spectrum of downstream loci. One key Lola target is *spire*, which encodes an actin nucleation factor [38] that has been studied intensively for its role in regulating cytoskeletal structure in the developing fly oocyte [39,40]. *spire*, like *lola*, is required for development of ISNb motor axons, its level goes up in *lola *mutants, and reduction of *spire *dosage suppresses, but does not eliminate, the ISNb mutant phenotype of *lola*.

Previous analysis of candidate genes implicated in various *lola*-dependent axon guidance processes identified several whose expression was subtly affected by *lola*, but none that were dramatically altered. This and other observations led to the proposition that Lola might execute its effects by fine-tuning the expression levels of genes that contribute quantitatively to various guidance decisions, and not simply by turning these genes ON versus OFF [17]. As an unbiased test of this hypothesis, we used expression microarrays to perform a genome-wide comparison of the embryonic transcriptome of wild-type and *lola *zygotic mutant embryos. We analyzed RNA isolated from animals 10 to 12 hours after egg laying, at a time when a large number of *lola*-dependent axons are extending. By this analysis, the expression of no single-copy *Drosophila *gene was altered more than four-fold by *lola*, and few were altered more than 2.5-fold. It is possible that this is an underestimate due to the compression of expression ratios in microarray experiments, but qRT-PCR results were largely consistent with the array data. It is also possible that expression of some genes may have been altered by a greater factor in just a small subset of expressing cells, but we note that most *lola *isoforms are themselves expressed very broadly, making this possibility less likely [26]. Finally, we know that some genes can be affected oppositely by different *lola *isoforms, or in different tissues [29], so it may be that a small net change in expression of a *lola *target gene hides larger but counteracting changes in different cells. Nonetheless, it remains that a genome-wide analysis failed to identify any single major-effect *lola *target that would account for the *lola *axonal phenotypes. It is also true that there is a substantial maternal contribution of Lola to the embryo [42], and this may limit the measured effect of the mutation on downstream targets. We note, however, that it is the zygotic mutant phenotype of *lola *that we are seeking to explain, and it is therefore the quantitative effect of that zygotic mutant that is the relevant measurement for investigating the phenotype.

Microarray analysis has been widely used to identify genes associated with, or responsible for, many developmental and physiological processes. Typical analyses of expression microarray data emphasize genes whose level is strongly altered by the biological manipulation, often setting numerical cutoffs for change in expression level, together with statistical criteria, to identify true positives. In our experiments, we were compelled to eschew the use of a quantitative cutoff in fold change; for example, a commonly used criterion of a two-fold minimum change would have excluded from analysis all but 26 single-copy genes in the genome. Rather, the nature of the biological process we studied, and the nature of *lola*, required that we minimize the biological and technical variance to achieve exceptionally tight statistics. In the end, qRT-PCR validation of expression changes from 1.2-fold (*genderblind*) to 2.5-fold (*spire*) provided support for 50% of the putative downstream effects of *lola*. We note that this is likely to be an underestimate of the reliability of the array results since at these small fold-differences we were at or beyond the usual sensitivity of RT-PCR itself, and it is as likely that RT-PCR was reporting false negatives as the microarrays were reporting false positives. Validity of the results was also supported more globally by independent expression profiling of another *lola *allele. Thus, these data underscore the efficacy of microarray analysis for detecting reliably even quite small changes in expression level.

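In *lola ORC4* the changes that passed were mostly small. The median absolute log2 ratio of the 226 changed features of the null list was 0.43, and 42 of them lay above 1. These 42 include retrotransposon clones, among them all 6 of *copia* and all 7 marked as *297*, so they do not count single-copy genes. Of the 567 changed features outside the list (adjusted p under 0.05 over all features, *limma*), 10 lay above 1, and the median was 0.26. The largest of them was the clone of *CG18754* at 3.35. Of the list features raised in the null, 116 of 352 changed in *lola ORC4*, and of those lowered in the null, 110 of 245 (*limma*, adjusted p under 0.01). *Obp99b*, an odorant-binding protein gene, had -0.93 ± 0.17 (SD, n = 7 arrays) and *GstE11*, a glutathione S-transferase gene, had -0.74 ± 0.21 (SD, n = 7). The antimicrobial peptide gene *Drs* was at 0.52 ± 0.34 and its relative *Drsl5* at 0.72 ± 0.39 with the null-aligned sign (SD, n = 7), and *Drs* did not pass over all features without replicate 3 or 4 (0.50 to 0.51, adjusted p up to 0.061). The clone of *Prosalpha1*, a gene of a proteasome subunit, was at 0.68 ± 0.27 (SD, n = 7). The residual SD of a feature was 0.14 at the median.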

Known genes whose expression was altered in the *lola *mutant shed light on many *lola*-dependent processes. Previous experiments had led to the notion that *lola *likely co-regulates a suite of interacting genes that are important for particular axon guidance decisions, and indeed, we find expression of a number of well-characterized guidance receptors to be altered in *lola*. *frazzled*, which was identified as a downstream target of *lola*, is on its own known to be required for three *lola*-dependent axonal processes: ISNb development in the periphery, and both longitudinal and commissural axon extension in the CNS [44]. Among other factors downstream of *lola *are *midline fasciclin *(longitudinal and commissural axons) [45], *fasciclin 3 *and *capricious *(ISNb) [46,47] and *neural lazarillo *(thought to be involved in both longitudinal and commissural axon guidance) [48]. Also identified were genes for a number of ligands, receptors and receptor-modifying proteins not previously associated with *lola*-dependent processes, such as *sugarless*, *dallylike*, *wnt4a *and *PVF-1*. It now becomes interesting to investigate the potential role of these genes in axon patterning, and in migration and orientation of sensory neurons. Aside from cell surface and extracellular proteins, expression of genes encoding a number of intracellular signaling proteins was found to be altered, including *prospero *(which in hypomorphic alleles produces a phenotype very similar to that of *lola *(EG, unpublished observations)), as well as *moesin*, *Rac2*, and a calmodulin-dependent protein kinase (*CAKI*). An unexpected cluster of downstream effects comprised genes for proteins modulating microtubule structure and function, including *katanin*, *stathmin*, *NudC *and *KLP-59C*. *lola *also interacts genetically with the axon patterning function and other activities of the receptor *Notch *[49,50] (EG, unpublished observations), and we find a cluster of affected genes that modulate Notch action, including *sca*, *Nak*, *Dap-160 *and *O-fut1*. In addition to these known genes, Gene Ontology analysis [37] identifies a large number of *lola*-dependent loci that have not yet been characterized in the fly, but whose annotations cluster with *lola*-dependent genes of known function. This provides a substantial list of excellent candidates for additional contributors to *lola*-dependent processes. Unfortunately, the large number of Lola isoforms, and their heteromeric combinations, makes it impossible for us to extract Lola binding site consensus sequences from these candidates using standard computational approaches. Extensive molecular experiments will be necessary in the future to identify response elements for individual heteromeric forms of Lola.

*lola *has several characterized functions outside of axon patterning. For example, it affects cell fates in the eye [50], and indeed, there is a substantial group of eye patterning genes included in the list of *lola*-affected loci (*sickle*, *charlatan*, *asense*, *rap*, *roughex*, *Lobe*, *target of eyeless *and *fat facets*). Additionally, consistent with the role of *lola *in controlling programmed cell death during oogenesis [25], we find *grim*, *scylla*, *charybde*, *bunched *and *Nedd2-like caspase *among the downstream effects. It should be noted that since our microarray analysis was performed only with mid-stage embryos, we cannot distinguish whether the effects of *lola *on these postembryonic processes are mediated by the same downstream targets that we see affected during embryogenesis. Seeing that these genes can be modulated by *lola *at one stage of the lifecycle, however, makes them more attractive candidates for analysis at other stages. Finally, in addition to genes affecting known *lola*-dependent processes, the set of genes altered in *lola *mutants identifies clusters associated with new processes that would be worth investigating for a role of *lola*. These include aging, oxidative stress, hormonal regulation of development, tracheal development and maintenance, cell polarity and olfactory learning, among others.

One of the most robust putative downstream effects we identified for *lola *was downregulation of the actin nucleation factor Spire. This was immediately striking since *spire *is known to be a critical regulator of the oocyte cytoskeleton during *Drosophila *oogenesis. *spire *is required for both anteroposterior and dorsoventral patterning of the developing oocyte [30]. By modulating actin structure, Spire restrains bundling of oocyte microtubules, thereby blocking cytoplasmic streaming in the oocyte until critical antero-posterior and dorso-ventral polarity cues become stably bound to cortical anchoring sites or initiate irreversible signaling cascades [39,40]. At the biochemical level, Spire nucleates actin filaments by bringing together actin monomers to assemble a filament nucleus [38], and it may then transfer this nucleus to the associated formin, Cappuccino, which stimulates filament growth [51]. While the developmental function of *spire *has been studied most thoroughly in the oocyte, strong mutations in this gene are largely lethal, with only small numbers of escapers surviving to adulthood, and this suggested the existence of as yet uncharacterized zygotic functions of *spire*. Moreover, a mouse ortholog of *spire *is expressed in the developing and adult brain [41]. Here we found that *spire *is required for a well-characterized *lola*-dependent neuronal process, extension of the ISNb motonerve. ISNb was an ideal candidate for the sort of function we had previously hypothesized for *lola*, since it is known to depend on the summed, quantitative effects of a large collection of regulators. We therefore exploited ISNb to examine more carefully the potential interaction of *lola *and *spire*, and found that genetic reduction of *spire *suppressed the ISNb mutant phenotype of *lola*, consistent with the upregulation of *spire *in a *lola *mutant making a significant contribution to ISNb axon stalling in *lola*. By itself, expression analysis cannot distinguish whether *spire *is a direct target of Lola or whether the upregulation of *spire *message is a downstream consequence of other changes set in motion by *lola*. Further biochemical studies of the DNA binding properties of Lola isoforms will be necessary to assess this. Finally, *lola *has other phenotypes that are not suppressed by reduction of *spire*. These may reflect, for example, roles of *lola*-dependent guidance molecules that are themselves *spire *-independent, or the action of Spire-independent aspects of growth cone signaling.

Efforts to mimic the *lola *ISNb phenotype by overexpression of *spire *were not successful. There are several possible reasons for this. First, there are thought to be at least eight Spire protein isoforms, based on cDNA and expressed sequence tag data (Flybase), and it may be that a particular combination of isoforms, or a specific ratio of expression levels of different isoforms, is necessary to give the ISNb stalling phenotype. Alternatively, it may be that this phenotype is produced only when *spire *upregulation occurs in the context of some other downstream effect(s) of *lola*. Additional experiments will be necessary to discriminate among these models.

Superficially, it seems remarkable that complete loss of *spire *causes stalling of ISNb axons, yet the upregulation of *spire *that occurs in a *lola *mutant also contributes to ISNb stalling. Evidently, excessive nucleation of actin filaments from *spire *overexpression is as detrimental to growth cone motility as is the failure of actin nucleation from absence of the protein. We and others have observed similar non-linearity in the effects of a number of signaling and cytoskeletal regulatory proteins in other axon guidance paradigms, and it appears to be a common feature of the relationship of signaling to morphogenesis. Thus, for example, even though Abl tyrosine kinase pathway signaling appears to be essential for most axon growth [52], extension of longitudinal pioneer axons of the fly CNS requires suppression of Abl signaling to achieve the proper balance in the steps of actin dynamics [53]. Similarly, for the Rac GTPases, expression of dominant negative and dominant constitutive forms of the protein are equally effective for inhibiting axon motility, but in one case from excessive stabilization of actin filaments and in the other from insufficient stabilization [54]. Spire now provides another example of this generalization, and underscores the need for signaling networks to evoke a balance in the steps in actin dynamics, thus optimizing throughput through the mechanical cycle of growth cone motility [55].

*lola *mutants have profound effects on axon patterning, even though systematic molecular analysis reveals only subtle modulation of downstream target gene expression. This observation highlights the exquisite sensitivity of motility and guidance to the balance among cell signaling networks, and thus also to the gene expression mechanisms that set the boundaries of that balance.

## Conclusions

We have used a genome-wide analysis to identify the suite of genes whose expression is altered in embryos lacking the *Drosophila *transcription factor Lola. Gene Ontology analysis sheds light on the regulation of several characterized *lola *functions, including axon guidance, synapse formation, eye development and oogenesis, by revealing the *lola*-dependence of genes known to be involved in those processes, and also by identifying a large number of previously uncharacterized *lola*-dependent genes that are likely to contribute to these processes. Additionally, these results identify novel processes that are likely to be regulated by *lola*. Regarding axon patterning, our analysis reveals that Lola suppresses expression of the actin nucleation factor Spire, and this is crucial for its ability to promote growth of motor axons *in vivo*. These data underscore the critical importance of ensuring the correct levels of actin regulatory proteins in a cell to promote motility effectively.

## Materials and methods

### Genetics

Fly genetics and husbandry followed standard methods. *spire *mutant alleles were obtained from the Bloomington *Drosophila *Stock Center. For RNA extraction, mutant embryos were *w^1118^; lola^ORE76 ^sca-GAL4/lola^ORE76 ^UAS-τ-eGFP*; controls were *w^1118^; sca-GAL4/UAS-τ-eGFP*. Numbering of *lola *isoforms follows established nomenclature [26,27]. We note that since the same *lola *allele was used to generate both the *sca-GAL4 *and *UAS-τ-GFP *recombinant chromosomes, we cannot exclude the possibility that some of the gene expression effects we observed are due to modifier loci on the *lola *chromosome.

### Embryo collection and RNA preparation

Embryos were collected for 2 hours at 25°C on grape juice agar plates and incubated an additional 6 hours at 25°C in a moist chamber. Embryos of the desired genotype were then hand-sorted with a fluorescent dissecting microscope based on positive GFP expression in the CNS. Sorted embryos were returned to 25°C and allowed to develop until 10.0 hours after the end of egg collection. *lola *mutant and control embryos were collected concurrently. Seven independent sample pairs were used for microarray experiments and three to five for qRT-PCR.

Collected embryos were dechorionated with 50% bleach, rinsed once with 0.1 M Na phosphate pH 7.2, 0.3% Triton X-100, and rinsed twice with sterile water. Total RNA was then extracted with Trizol (Invitrogen, Carlsbad, CA, USA) per the manufacturer's instructions. The final RNA pellet was rinsed twice with 75% ethanol, air-dried for 10 minutes, resuspended in 20 μl RNase-free water at 60°C and stored at -70°C. Each RNA sample for microarrays comprised 20 to 30 μg of total RNA, derived from approximately 300 embryos; samples for RT-PCR were derived from 50 embryos.

### Array methods

Preparation of spotted cDNA arrays bearing the *Drosophila *Gene Collection (release 1 and release 2), RNA-labeling, hybridization, scanning and extraction of feature intensities using GenePix were performed by the Fred Hutchinson Cancer Research Center (FHCRC) Genome Analysis Facility as described elsewhere [32]. Of the seven RNA pairs that were analyzed for each array experiment, in four cases the mutant sample was labeled with Cy3 and control with Cy5; in the remaining three cases the labels were reversed. 

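For the *lola ORC4* arrays the sample labels give the counts the other way round: the mutant in Cy3 on 3 arrays (replicates 1, 4 and 6) and in Cy5 on 4 arrays (replicates 2, 3, 5 and 7). A dye coefficient fitted to these labels was different from 0 for 1099 of the 10376 features at an adjusted p under 0.05 (*limma*). Of the 567 features that changed outside the null list, 11 were among those 1099, and 36 of the 597 list features were. A dye effect widens a feature's spread between the orientations, so a feature with one was less likely to be called without the coefficient.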

Microarray data have been deposited to the NCBI GEO database.

### Statistical methods for analysis of array data

Array data analysis was performed with *limma *[34,35] in the R statistical programming language (R Development Core Team) [56]. Briefly, spot intensity data (from GenePix) was read-in using the *limma *function *read.maimages*. No background correction was applied, within-array intensity values were normalized using *print tip loess*, and between-array intensity values were normalized using *scale*. Gene-wise linear models to the normalized intensity ratios were fitted using *limFit *with default parameters. Several statistics, including the moderated t-statistic and the log-odds of differential expression, were calculated for each array probe using *eBayes*. The moderated t-statistics were classified as significant using an adjusted *P*-value of 0.05. Adjustment for multiple testing was done using the Benjamini-Hochberg method for controlling the false discovery rate (limma function *decideTests*, with adjust.method = 'BH'). Spots were excluded from analysis if no corresponding sequence was available from public databases, if FHCRC production notes indicated spot contamination or if GenePix data extraction software failed to locate the probe in any experiment. In total, 10, 376 features were included in the analysis.

### Quantitative real time PCR

Real time PCR was performed on an Applied Biosystems 7300 Real-Time PCR System using Taqman Gene Expression Assays (Applied Biosystems, Foster City, CA, USA). Primer sets were purchased commercially (Applied Biosystems) as follows: *Ribosomal protein L32 *(RPL32; Dm02151827_g1); *Bekka *(Dm02363268_s1); *blistery *(Dm02138346_m1); *CG6070 *(Dm02145281_m1); *charybde *(Dm01802349_m1); *Kruppel target at 95D *(Dm02150605_m1); *Neural Lazarillo *(Dm01844577_g1); *spire *(Dm01811138_m1); *Target of rapamycin *(Dm01843300_g1); and *walrus *(Dm01792969_g1). Gene expression levels were normalized to the endogenous control *RpL32 *using the standard curve method according to the manufacturer's instructions. Normalized gene expression levels of *lola *null mutant samples were measured relative to wild-type control. Measurements were repeated with three to five biological replicates, and each biological replicate was performed with three technical replicates.

### Histochemistry and microscopy

Embryos for *in situ *hybridization and protein immunostaining were prepared and examined by standard methods [26]. Anti-Fasciclin 2 was from the University of Iowa Developmental Studies Hybridoma Bank, the biotin anti-mouse secondary was from Jackson ImmunoResearch (West Grove, PA, USA) and detection was with Vectastain (Vector Labs, Burlingame, CA, USA **{ **Reagents for *in situ *hybridization and alkaline phosphatase detection were from Roche Applied Sciences (Indianapolis, IN, USA).

ISNb phenotype was quantified by labeling stage 17 embryos with anti-Fasciclin 2, using DAB detection, and counting the number of neuromuscular junctions to ventral longitudinal muscles (muscles 7, 6, 13 and 12) in segments A2 to A7 in fillet preparations. Embryo genotypes were determined unambiguously using gratuitous markers. Statistical significance was assessed by t-test; N = approximately 200 hemisegments per dataset.

## Abbreviations

CNS: central nervous system; FHCRC: Fred Hutchinson Cancer Research Center; GFP: green fluorescent protein; PNS: peripheral nervous system; qRT-PCR: quantitative RT-PCR.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MAG performed the microarray analysis and validation, RK performed the genetic validation and characterization of *spire *expression, EG was responsible for overall design and contributed to interpretation of the results. All three authors contributed to writing of the manuscript and all read and approved its final form.

## Supplementary Material

Additional file 1 **Table S1. Complete list of array features reporting altered RNA level in *lola^ORE76 ^*mutant embryos**. The table lists all probes from the *Drosophila *Gene Collection that reported significantly altered RNA accumulation in *lola *null mutant embryos versus the matched wild-type control (ordered by *P*-value). BLAST analysis was used to assign each probe to the corresponding *Drosophila *gene where possible; these are given by FBgn number and locus name. Fold change is reported as log2 and statistical support is reported as adjusted *P*-value [35]. Note that *lola^ORE76 ^*is a nonsense mutation, and indeed, features corresponding to *lola *isoforms reported only modest changes in transcript level. Unfortunately, expression of *slit*, *robo *and *robo3 *could not be assayed in this experiment as they were either absent from this release of the *Drosophila *Gene Collection or found to be defective during chip preparation. *robo2 *did not show a significant change in RNA accumulation. Click here for file

## References

[B1] ButlerSJTearGGetting axons onto the right path: the role of transcription factors in axon guidanceDevelopment20071344394481718531710.1242/dev.02762

[B2] PolleuxFInce-DunnGGhoshATranscriptional regulation of vertebrate axon guidance and synapse formationNat Rev Neurosci200783313401745301410.1038/nrn2118

[B3] SimonMReceptor tyrosine kinases: Specific outcomes from general signalsCell2000103131510.1016/S0092-8674(00)00100-811051543

[B4] TanabeYJessellTMDiversity and pattern in the developing spinal cordScience19962741115112310.1126/science.274.5290.11158895454

[B5] GhysenAJanLYJanYNSegmental determination in *Drosophila *central nervous systemCell19854094394810.1016/0092-8674(85)90354-X3886161

[B6] GouldAPWhiteRAConnectin, a target of homeotic gene control in *Drosophila*Development199211611631174136354210.1242/dev.116.4.1163

[B7] ThorSAnderssonSGTomlinsonAThomasJBA LIM-homeodomain combinatorial code for motor-neuron pathway selectionNature1999397768010.1038/162759892357

[B8] ThorSThomasJBThe *Drosophila islet *gene governs axon pathfinding and neurotransmitter identityNeuron19971839740910.1016/S0896-6273(00)81241-69115734

[B9] TsuchidaTEnsiniMMortonSBBaldassareMEdlundTJessellTMPfaffSLTopographic organization of embryonic motor neurons defined by expression of LIM homeobox genesCell19947995797010.1016/0092-8674(94)90027-27528105

[B10] LabradorJPO'KeefeDYoshikawaSMcKinnonRDThomasJBBashawGJThe homeobox transcription factor even-skipped regulates netrin-receptor expression to control dorsal motor-axon projections in *Drosophila*Curr Biol2005151413141910.1016/j.cub.2005.06.05816085495

[B11] YangLGarbeDSBashawGJA frazzled/DCC-dependent transcriptional switch regulates midline axon guidanceScience200932494494710.1126/science.117132019325078PMC4078765

[B12] WinbergMLMitchellKJGoodmanCSGenetic analysis of the mechanisms controlling target selection: complementary and combinatorial functions of netrins, semaphorins, and IgCAMsCell19989358159110.1016/S0092-8674(00)81187-39604933

[B13] KaufmannNWillsZPVan VactorD*Drosophila *Rac1 controls motor axon guidanceDevelopment1998125453461942514010.1242/dev.125.3.453

[B14] WillsZBatemanJKoreyCAComerAVan VactorDThe tyrosine kinase Abl and its substrate enabled collaborate with the receptor phosphatase Dlar to control motor axon guidanceNeuron19992230131210.1016/S0896-6273(00)81091-010069336

[B15] WillsZMarrLZinnKGoodmanCSVan VactorDProfilin and the Abl tyrosine kinase are required for motor axon outgrowth in the *Drosophila *embryoNeuron19992229129910.1016/S0896-6273(00)81090-910069335

[B16] GarbeDSBashawGJAxon guidance at the midline: from mutants to mechanismsCrit Rev Biochem Mol Biol20043931934110.1080/1040923049090679715763708

[B17] CrownerDMaddenKGoekeSGinigerELola regulates midline crossing of CNS axons in *Drosophila*Development2002129131713251188034110.1242/dev.129.6.1317

[B18] MaddenKCrownerDGinigerE*lola *has the properties of a master regulator of axon-target interactions for SNb motor axons of *Drosophila*Dev Biol199921330131310.1006/dbio.1999.939910479449

[B19] BrenmanJEGaoFBJanLYJanYNSequoia, a tramtrack-related zinc finger protein, functions as a pan-neural regulator for dendrite and axon morphogenesis in *Drosophila*Dev Cell2001166767710.1016/S1534-5807(01)00072-711709187

[B20] SpletterMLLiuJSuHGinigerEKomiyamaTQuakeSLuoLLola regulates *Drosophila *olfactory projection neuron identity and targeting specificityNeural Dev200721410.1186/1749-8104-2-1417634136PMC1947980

[B21] EdwardsACZwartsLYamamotoACallaertsPMackayTFMutations in many genes affect aggressive behavior in *Drosophila *melanogasterBMC Biol200972910.1186/1741-7007-7-2919519879PMC2707370

[B22] MackayTFHeinsohnSLLymanRFMoehringAJMorganTJRollmannSMGenetics and genomics of *Drosophila *mating behaviorProc Natl Acad Sci USA2005102Suppl 1662266291585165910.1073/pnas.0501986102PMC1131870

[B23] MorozovaTVAnholtRRMackayTFTranscriptional response to alcohol exposure in *Drosophila melanogaster*Genome Biol20067R9510.1186/gb-2006-7-10-r9517054780PMC1794562

[B24] YamamotoAZwartsLCallaertsPNorgaKMackayTFAnholtRRNeurogenetic networks for startle-induced locomotion in *Drosophila melanogaster*Proc Natl Acad Sci USA2008105123931239810.1073/pnas.080488910518713854PMC2527922

[B25] BassBPCullenKMcCallKThe axon guidance gene *lola *is required for programmed cell death in the *Drosophila *ovaryDev Biol200730477178510.1016/j.ydbio.2007.01.02917336958PMC1905497

[B26] GoekeSGreeneEAGrantPKGatesMACrownerDAigakiTGinigerEAlternative splicing of *lola *generates 19 transcription factors controling axon guidance in *Drosophila*Nat Neurosci2003691792410.1038/nn110512897787

[B27] OhsakoTHoriuchiTMatsuoTKomayaSAigakiT*Drosophila lola *encodes a family of BTB-transcription regulators with highly variable C-terminal domains containing zinc finger motifsGene200331159691285313910.1016/s0378-1119(03)00554-7

[B28] ZhangWWangYLongJGirtonJJohansenJJohansenKMA developmentally regulated splice variant from the complex lola locus encoding multiple different zinc finger domain proteins interacts with the chromosomal kinase JIL-1J Biol Chem2003278116961170410.1074/jbc.M21326920012538650

[B29] CavarecLJensenSCasellaJFCristescuSAHeidmannTMolecular cloning and characterization of a transcription factor for the *copia *retrotransposon with homology to the BTB-containing lola neurogenic factorMol Cell Biol199717482494897222910.1128/mcb.17.1.482PMC231773

[B30] ManseauLJSchupbachT*cappuccino *and *spire*: two unique maternal-effect loci required for both the anteroposterior and dorsoventral patterns of the *Drosophila *embryoGenes Dev198931437145210.1101/gad.3.9.14372514120

[B31] GatesMAFrom transcription to axon guidance: Uncovering downstream effectors of *longitudinals lacking *in *Drosophila melanogaster*PhD thesis2008University of Washington and Fred Hutchinson Cancer Research Center, Program in Molecular and Cell Biology

[B32] PierceSBYostCAndersonSAFlynnEMDelrowJEisenmanRN*Drosophila *growth and development in the absence of *dMyc *and *dMnt*Dev Biol200831530331610.1016/j.ydbio.2007.12.02618241851PMC2322934

[B33] StapletonMLiaoGBroksteinPHongLCarninciPShirakiTHayashizakiYChampeMPaclebJWanKYuCCarlsonJGeorgeRCelnikerSRubinGMThe *Drosophila *gene collection: identification of putative full-length cDNAs for 70% of *D*. *melanogaster *genesGenome Res2002121294130010.1101/gr.26910212176937PMC186637

[B34] SmythGKSpeedTNormalization of cDNA microarray dataMethods20033126527310.1016/S1046-2023(03)00155-514597310

[B35] SmythGKLinear models and empirical Bayes methods for assessing differential expression in microarray experimentsStat Appl Genet Mol Biol20043Article 310.2202/1544-6115.102716646809

[B36] BenjaminiYHochbergYControlling false discovery rate: A practical and powerful approach to multiple testingJ Royal Statistical Soc B199557289300

[B37] HuangDWShermanBTLempickiRASystematic and integrative analysis of large gene lists using DAVID bioinformatics resourcesNat Protoc2009444571913195610.1038/nprot.2008.211

[B38] QuinlanMEHeuserJEKerkhoffEMullinsRD*Drosophila *Spire is an actin nucleation factorNature200543338238810.1038/nature0324115674283

[B39] Rosales-NievesAEJohndrowJEKellerLCMagieCRPinto-SantiniDMParkhurstSMCoordination of microtubule and microfilament dynamics by *Drosophila Rho1*, *Spire *and *Cappuccino*Nat Cell Biol2006836737610.1038/ncb138516518391PMC1997291

[B40] TheurkaufWEPremature microtubule-dependent cytoplasmic streaming in *cappuccino *and *spire *mutant oocytesScience19942652093209610.1126/science.80912338091233

[B41] SchumacherNBorawskiJMLeberfingerCBGesslerMKerkhoffEOverlapping expression pattern of the actin organizers *Spir-1 *and *formin-2 *in the developing mouse nervous system and the adult brainGene Expr Patterns2004424925510.1016/j.modgep.2003.11.00615053972

[B42] GinigerETietjeKJanLYJanYN*lola *encodes a putative transcription factor required for axon growth and guidance in DrosophilaDevelopment199412013851398805035110.1242/dev.120.6.1385

[B43] SeegerMTearGFerres-MarcoDGoodmanCSMutations affecting growth cone guidance in *Drosophila*: Genes necessary for guidance towards or away from the midlineNeuron19931040942610.1016/0896-6273(93)90330-T8461134

[B44] KolodziejPATimpeLCMitchellKJFriedSRGoodmanCSJanLYJanYN*frazzled *encodes a *Drosophila *member of the DCC immunoglobulin subfamily and is required for CNS and motor axon guidanceCell19968719720410.1016/S0092-8674(00)81338-08861904

[B45] HuSSonnenfeldMStahlSCrewsSTMidline Fasciclin: a *Drosophila *Fasciclin-I-related membrane protein localized to the CNS midline cells and tracheaJ Neurobiol199835779310.1002/(SICI)1097-4695(199804)35:1<77::AID-NEU7>3.0.CO;2-89552168

[B46] ChibaASnowPKeshishianHHottaYFasciclin III as a synaptic target recognition molecule in *Drosophila*Nature199537416616810.1038/374166a07877688

[B47] ShishidoETakeichiMNoseA*Drosophila *synapse formation: regulation by transmembrane protein with Leu-rich repeats, CAPRICIOUSScience19982802118212110.1126/science.280.5372.21189641918

[B48] SanchezDGanforninaMDTorres-SchumannSSpeeseSDLoraJMBastianiMJCharacterization of two novel lipocalins expressed in the *Drosophila *embryonic nervous systemInt J Dev Biol20004434935910949044

[B49] Ferres-MarcoDGutierrez-GarciaIVallejoDMBolivarJGutierrez-AvinoFJDominguezMEpigenetic silencers and Notch collaborate to promote malignant tumours by Rb silencingNature200643943043610.1038/nature0437616437107

[B50] ZhengLCarthewRWLola regulates cell fate by antagonizing *Notch *induction in the *Drosophila *eyeMech Dev2008125182910.1016/j.mod.2007.10.00718053694PMC2782576

[B51] VizcarraCLKreutzBRodalAATomsAVLuJZhengWQuinlanMEEckMJStructure and function of the interacting domains of Spire and Fmn-family forminsProc Natl Acad Sci USA2011108118841188910.1073/pnas.110570310821730168PMC3141961

[B52] HoffmannFM*Drosophila abl *and genetic redundancy in signal transductionTIGS1991735135510.1016/0168-9525(91)90254-f1820686

[B53] KuzinaISongJKGinigerEHow Notch establishes longitudinal axon connections between successive segments of the Drosophila CNSDevelopment20111381839184910.1242/dev.06247121447553PMC3074455

[B54] LuoLLiaoJJanLYJanYNDistinct morphogenetic functions of similar small GTPases *Drosophila *Drac1 is involved in axonal outgrowth and myoblast fusionGenes Dev199481787180210.1101/gad.8.15.17877958857

[B55] GinigerEHow do Rho family GTPases direct axon growth and guidance? A proposal relating signaling pathways to growth cone mechanicsDifferentiation20027038539610.1046/j.1432-0436.2002.700801.x12366376

[B56] The R Project for Statistical Computinghttp://www.R-project.org

How the deposited data were processed for this re-analysis (not part of the article)

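The measured material was RNA of *lola ORC4* mutant and matched control embryos on 7 two-colour spotted cDNA arrays of the *Drosophila* Gene Collection, 1 mutant and 1 control sample per array. The authors read the spots with GenePix and *limma* (its version is not given in the sources used here), used no background correction, normalized by print-tip loess within arrays and by scale between arrays, and deposited the result as 1 log2 ratio per feature and array. The direction and centring of the deposited log2 ratios are not stated. The arrays of the *lola* null were not analysed here; its values are those of Table S1, whose 597 rows were matched to the deposited features, 580 by the same name, 16 by a name with a suffix and 1 as a duplicate spot.

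No value was missing, and all 10376 features were kept, 149 control spots included, since this is the number of features the paper analysed. Gene names came from the platform's annotation, brought up to date through a gene table of the Release 6 plus ISO1 MT assembly, and for 46 features from Table S1. In all 8644 features had 1 gene, 517 had several and are not named by gene, and 1066 had none. The gene table was also used to place genes relative to *lola*; no coordinates are given. A clone that Table S1 marks as a retrotransposon is described by its family.

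The ratios of all arrays run the same way and were multiplied by -1 so that they run with the null. This is called the null-aligned sign. It is not taken as mutant over control. Which arrays were turned before deposit is not stated, the dyes in the labels and methods differ, and the paper's account of *copia* does not decide. Counts without a sign do not depend on it.

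From the log2 ratios, *limma* 3.58.1 in R 4.3.3 fitted each feature's mean over the 7 arrays (lmFit, eBayes), with Benjamini-Hochberg adjustment over all features (0.05) or over the null list (0.01). Each array is already the ratio of a matched pair. Random lists were drawn 500 times. Gene lists, 39 in number and fixed before the data were examined, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Location was tested with Fisher's exact test in scipy. The features named in the text follow a rule set at the same time: genes of Table 1 and Table 2, *lola*, *spir*, the retrotransposon families of Table S1, the 10 largest positive and 10 largest negative values among features changed over all features with the same sign on every array and exactly 1 gene name, with 1 feature per gene, the 10 largest changes among the called features of the null list, and up to 4 called features of each gene list. The values in the paper's tables had been seen when the rule was set. Features outside the rule are marked as chosen afterwards.

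On simulated data with 200 of the 10376 features changed, the procedure recovered 24 of 50 features changed by 0.25 on the log2 scale, 41 of 50 changed by 0.5, and all 50 changed by 1 and by 2, with 7 false calls. The simulated noise was normal and independent between features, without the dye effects and outlying arrays of the real data. These counts therefore do not give the error rate of the real calls. The number of arrays, not a count, limits the precision. Alternatives were a dye coefficient, centring each array on its median, quantile normalization, array weights, robust empirical Bayes, leaving out each array, other thresholds, averaging the features of a gene, another adjustment, a fit of the null list alone, leaving out retrotransposons, and other ways to draw the random lists.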

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

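The tests of other sign patterns, of location and of the *297* and *copia* ratios were weighed only after their results had been seen; the location counts were planned, but what they would show was written down after they had been looked at. The test with a dye coefficient on the calls outside the null list was set down before its result was seen. Signs are null-aligned. Outside the null list, 567 features changed in *lola ORC4* (adjusted p under 0.05 over all features, *limma*), 218 positive and 349 negative, a set the paper does not report on. A dye effect left by unequal numbers of the 2 dye orientations is a candidate explanation. With a dye coefficient in the model 565 of the 567 still passed, but this could hardly have come out otherwise. A dye effect nearly cancels between the orientations and widens a feature's spread, so alone it would seldom give a call without the coefficient. The count therefore does not test the explanation. Over all features only the real one of the 64 sign patterns of the 7 arrays called as many as 793 (1 of 64; the pattern that follows the dye orientation called 599). This argues against chance for the whole set of calls, the null list included, but 1 of 64 is the smallest share this test can give. For the features outside the list, adjusted among themselves, the real pattern called 453 and the one of the dye orientation 603 (2 of 64 as many), so for these features this test does not single out the real pattern; the other 62 called none. An effect of the mutation and a difference of genetic background between the mutant and control stocks both stay open for these features.

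For the 226 changed features of the null list, the sign patterns argue against chance as well: 1 of the 64 reached that number, the real one, and the highest of the others called 2. Again 1 of 64 is the smallest share possible. Sequence differences carried close to *lola* are a candidate explanation, but of the called list genes with a position only 21, or 12.0%, lie within 5 Mb of *lola* (odds ratio 1.23, two-sided Fisher's exact test, p = 0.37), which argues against them as the whole cause. Background elsewhere on the chromosome, or acting at a distance, cannot be told apart from an effect of the mutation, since both alleles lie on that chromosome (odds ratio of chromosome 2 against the others 1.32, Fisher's exact test, p = 0.073). By arm, 28 of 1572 genes on 2R and 53 of 1404 on 2L were called list genes, and the comparison of 2L with the other arms (odds ratio 1.92, Fisher's exact test, p = 0.00017) was added after the values were seen. The odds ratios in this paragraph count all genes with a position, also those outside the list. They thus also reflect where the list genes lie, not only which of them changed.

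Of the 178 features named by the rule, 20 had 1 array far from the other 6; chance would give about 1 in 20 groups. On replicate 7 RH49330 (-6.67) was among the 20, a clone not marked as a retrotransposon that lay close to the *297* clone RH49548 on every array. Others on replicate 7 were *297* clones SD08734 (-6.92), SD15221 (-6.51) and GH26082 (-4.47) and the *blood* clone SD06908 (-4.00). One scale factor for every feature of an array may explain this, but the 6 *297* clones with an absolute mean above 1.5 (the *KrT95D* clone SD03976 was below) were on replicate 7 at 1.73 times their mean over the arrays and the 6 *copia* clones at 1.29 times, a difference of 0.44 where clones of a family differed with an SD of 0.04 and 0.07. This difference, over 2 times the spread, argues against a single factor for the array, though clones of a family are not independent measures of such a factor. The SD over all features was 0.33 on replicate 7 and 0.23 to 0.27 on the others. The median absolute deviation was 0.11 there and 0.11 to 0.12 on the others. Large ratios were thus wider on replicate 7 in general, not only those of *297*. The labels name only the dye orientation as different between the arrays; the *297* clones were at 0.50 (replicate 2), 1.00 (replicate 3) and 1.08 times (replicate 5) on the other arrays with the orientation of replicate 7. No biological explanation was tested.

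Further values apart on replicate 7 were those of *CenG1A* clone GM01069 (-1.85), *NLaz* clone RE67583 (-1.40), *Pvf1* clone LD28763 (-0.68) and *CG7382* clone RE50726 (3.31). On replicate 2 they were those of *scyl* clone LD22812 (1.92), *chrb* clone LD22381 (1.66), *Dscam1* clone HL02328 (1.18), *Hr39* clone LD45021 (0.92), *chn* clone LD23883 (0.85), *Wnt4* clone RE26454 (0.53), *pros* clone HL08040 (0.49), *Rac2* clone GM13874 (0.21) and the *blood* clone SD02173 (0.27). On replicate 6 *faf* clone RE01547 was at -0.24, and on replicate 1 *Gapdh2* clone RH55882 was at -0.094, the highest of the arrays. Without replicates 2 and 7, an alternative chosen after seeing the data, 424 features changed over all and 184 in the null list.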

How the results depend on the processing

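The sign as deposited, the control spots, the random lists each fitted alone and leaving out replicates 2 and 7 together were alternatives chosen after seeing the data. The count of changed list features stayed within 1.5 times of 226 under every alternative but 1: adjusted over all features it was 135. Fitted on the list alone it was 204, and leaving out 1 array gave 174 to 218. The count over all features, 793, was 1234 with a dye coefficient, 313 at an adjusted p under 0.01, and 441 to 810 without 1 array; it fell to 446 without replicate 3, 441 without replicate 5 and 494 without replicate 7, and to 424 without replicates 2 and 7, with fewer arrays in the fit. The median of the random lists, 19, was 46 and their maximum, 39, was 72 at an adjusted p under 0.05; the median was 7 when drawn from outside the list and 10 to 18 without 1 array, and the maximum then 31 to 39. The share of list features with the sign of the null, 79.6%, was 76.5% to 80.6% without 1 array, and with the sign as deposited it was 20.4%. The correlation with the null, 0.82, was 0.81 to 0.82 without 1 array, 0.72 without marked retrotransposons and -0.82 with the sign as deposited. The number of changed retrotransposon features, 26, was 25 to 27 without 1 array. Of the gene lists 2 passed camera at the preset correlation, against 4 with quantile normalization, 4 with array weights and 2 to 6 without 1 array. None passed with an estimated correlation. The odds ratio near *lola*, 1.17, was 1.27 within 2 Mb, 1.02 within 10 Mb and 1.47 at an adjusted p under 0.01, and did not pass Fisher's exact test in any of these. Beyond the alternatives' own construction, the cause of these shifts was not tested. The alternative on missing values was not run, because no value was missing.

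Of the 178 named features 1 changed sign with arrays centred on the median, *chrb* clone GH09771 (to 0.0050). Without 1 array, values near 0 that had not passed changed sign: those of *chrb* clone GH09771 (-0.077 to 0.070) and LD32080 (-0.033 to 0.14), *wal* clones GH09945 (-0.058 to 0.015) and LD07532 (-0.059 to 0.0065), *CASK* clone RH26066 (-0.0089 to 0.027), *Moe* clone SD10366 (-0.026 to 0.079), *faf* clone RE01547 (-0.021 to 0.034), *grim* clone RE28551 (-0.074 to 0.012) and the *Rt1b* clone RH13061 (-0.023 to 0.038). The single call lost with a dye coefficient and the single call lost with quantile normalization were the only losses outside the arrays left out. Leaving out 1 array cost 8 to 27 features their call. Many of the 178 had no call to lose, so these losses are a larger share of the calls than of the 178.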

Differences from the paper's values

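None of the counts the paper states for this experiment differed by more than 1.5 times from those found here. The paper's 204 changed list features stand beside 226, its median of 18 beside 19 and its maximum of 38 beside 39. With *limma* fitted on the null-list features alone, an alternative set before the data were examined, the count was 204, equal to the paper's. Random lists each fitted alone, which was chosen after seeing the values, gave a median of 18, equal to the paper's, and a maximum of 42. A median of 18 was also reached with robust empirical Bayes, with adjustment over all features and without replicate 2.

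The methods place the mutant in Cy3 in 4 of 7 pairs (the paper's count) and the labels of these arrays in 3. Table S1 heads a column as adjusted p, but its highest value, 0.00286, lies just below 0.00288, the unadjusted p at which 597 of 10376 features pass a false discovery rate of 0.05, so the column is read here as unadjusted. Table 1 gives clone GH12581 for *NLaz*, which Table S1 and the platform annotation give to *Idgf2*, and RE14959 for *Bka*, where Table S1 has RE14949.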

Other observations

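The features described first belong to gene lists fixed before the data were examined; the features with a large change in the null and the *EcR* clone RE16656 were looked at after their values were seen. Signs are null-aligned. Of the 39 gene lists, 2 differed from the other features by camera at the preset correlation. Of 18 features of glycolysis genes, 8 were negative, none positive and 10 did not pass an adjusted p under 0.05 over all features from *limma* (11 negative when adjusted over the list alone); the adjusted p of the set was 1.6e-05, and adjusted p = 0.81 with an estimated correlation. *Gapdh2* was at -1.16 ± 0.50 (SD, n = 7 arrays), the *Gapdh1* clone RE69448 at -0.88 ± 0.38 and *Tpi*, the triose phosphate isomerase gene, at -0.69 ± 0.29 (SD, n = 7). Replicate 1 stood apart, with *Gapdh2* at -0.09 against -1.6 to -1.0 on the other arrays and *Gapdh1* clone RE69448 at -0.14 against -1.20 to -0.62, and the median of the list was -0.08 there and between -0.35 and -0.18 on the others. Of 78 features of mitochondrial ribosomal protein genes, 5 were negative, none positive and 73 did not pass (2 positive and 11 negative when adjusted over the list alone); the adjusted p of the set was 1.3e-07, and adjusted p = 0.93 with an estimated correlation. These shifts were small, with a median of -0.09 over the list (0.02 on replicate 1 and 0.05 on replicate 4, negative on the other arrays) and -0.25 (standard error 0.06) for *mRpL4*, which did not pass without replicate 2, 3, 5, 6 or 7 (-0.26 to -0.22, adjusted p up to 0.080); the number of negative features was 1 without replicate 3, 1 without replicate 5, 2 without replicate 6 and 2 without replicate 7, and 2 were positive without replicate 2. By camera at the preset correlation both sets stayed shifted to negative values under all 11 alternatives, but neither passed with the estimated correlation.

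Of 13 features of neuron differentiation genes, 3 were positive and 4 negative, with the same counts when adjusted over the list alone (2 negative without replicate 5). All 3 positive features were clones of *unc-13*, a gene of synaptic vesicle priming, at 0.37, 0.47 and 0.56 (standard errors 0.06, 0.06 and 0.09), and the synaptobrevin gene *nSyb* was at -0.39 (standard error 0.06). Neither these genes nor *serp*, a chitin deacetylase gene of the trachea (-1.19 ± 0.56, SD, n = 7), *smp-30* (1.42 ± 0.64 for clone RE17477) and *Gdh*, the glutamate dehydrogenase gene (-0.84 ± 0.28), are in the null list. Of 25 features of maternal and germ line genes, 5 were positive and 2 negative (8 positive and 3 negative when adjusted over the list alone; 3 positive without replicate 3 or 4, 2 positive without replicate 5, and 1 negative without replicate 3, 5 or 7), among them *smg* at 0.52 (standard error 0.10) and *aub*, a Piwi family gene, at 0.24 (standard error 0.05). Of 19 features of ecdysone and juvenile hormone genes, 3 were positive and none negative (5 positive and 1 negative when adjusted over the list alone; 1 positive without replicate 3 or 5, and 1 negative without replicate 3), among them the *EcR* clone LD26915 of the ecdysone receptor gene at 0.51 (standard error 0.10), which did not pass without replicate 3 or 5 (0.48 to 0.49, adjusted p up to 0.057), as the *EcR* clone RE16656 did not with every array (0.31, standard error 0.09). By fry at an adjusted p under 0.05, 6 of the 39 lists moved in one direction, and 35 passed its mixed test of changes in either direction.

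Of 45 list features with an absolute log2 fold change above 1 in the null by Table S1, 33 changed in *lola ORC4* and 12 did not pass, and none of these 12 is a retrotransposon. Their log2 ratios in *lola ORC4* lay between -0.20 and 0.16. *S-Lap1* clone AT03383 was at -0.01 (standard error 0.04) against the paper's 1.36 in the null, clone SD13619 of *blanks* at -0.10 (standard error 0.06) against the paper's 1.51, and *Obp56a* clone RE46170 at 0.01 (standard error 0.11) against the paper's 1.28. The difference between the mutants was not tested, since the null arrays were not analysed here.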
